A study of Mus with 2 samples.

How the data were processed

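Single-cell RNA libraries were made from kidneys of newborn mice (P0) with the genotype Rbpj c/- ; Foxd1cre/+. Per the labels' protocols, the libraries were made on the 10x Chromium platform from the 3' ends of the cDNA. The series design names 4 libraries, of which 2 are controls and 2 are mutants. The 2 mutant libraries were analysed. The control libraries were not analysed here, so no value below compares mutants with controls. The libraries formed 1 group and were numbered replicates 1 and 2 in the order of their sample records.

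The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode. Per the file headers they were written by Cell Ranger 4. The matrices were unfiltered and held 2720964 barcodes in replicate 1 and 2654938 in replicate 2, with 28693 features. The features were mouse Ensembl gene IDs and 1 added feature named EYFP. The genome build and the annotation version were not stated in the files or labels used here, so no coordinates are given. The labels did not state which exons the floxed Rbpj allele loses, and counts from 3' ends do not tell a transcript that lacks an internal exon from a complete one.

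Lists, markers, tests, thresholds and alternatives were fixed before the data were examined, with the exceptions named in this section. The planned minimum for calling a barcode a cell was 10% of the 99th percentile of the 3000 barcodes with the most UMIs, and at least 500 UMIs. It gave minima of 17043 and 15778 UMIs and kept only 2025 and 1937 barcodes. The curve of UMIs against rank fell steeply at a far lower level, near the level of 2000 UMIs that had been set for comparison, so 2000 UMIs became the main setting after the curve was seen. The planned minimum is carried as an alternative for the class, gene and library results. Barcodes with over 10% mitochondrial UMIs were removed, 690 in replicate 1 and 768 in replicate 2. Doublets were scored with Scrublet in each library (expected rate 6%), and the highest scores were removed at a rate of 0.8% per 1000 cells. This removed 310 barcodes (4.98%) in replicate 1 and 212 (4.12%) in replicate 2. Scrublet's automatic threshold would have removed 71 and 32.

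Both libraries were clustered together in Python 3.11.15 with scanpy 1.11.5, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Counts were scaled to 10000 UMIs per cell and log-transformed. Clustering used 2000 variable genes, values clipped at 10 SD, 30 principal components, 15 neighbours and Leiden resolution 1. No correction between the libraries was applied. The 16 genes of the Notch list and the 18 of the cell-cycle list were kept out of the clustering as planned. The 6 sex-linked genes, EYFP and the mitochondrial genes were also kept out, and EYFP and the sex-linked genes were chosen for this after the data were seen.

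Clusters were named from 13 fixed marker lists by the highest mean scaled marker level, with at least 3 markers detected in 10% of the cells. A name was withheld where markers of another class were more frequent among the 10 leading genes. It was also withheld where the median depth was under 1/3 of the library's and no marker was among the leading genes. A minimum score of 0.3 and a minimum of 20 cells were added after the clusters were seen. The score rule left cluster 25 unnamed, with 0.558% of the cells of replicate 1 and 0.344% of replicate 2. The rule on cells left cluster 31 unnamed, with 0.0677% and 0.122%. Names carry the ending "-like" because they rest on markers alone. Cells named stroma-like or mural-like were clustered again at resolution 0.5 and named from 6 further lists.

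UMIs were summed per library and class. The 12 named classes with at least 20 cells in each library entered 1 fit of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with TMM normalization, filterByExpr, library as a block and the quasi-likelihood test. The fit had 24 columns, 11 residual degrees of freedom, 15307 genes tested and a common dispersion of 0.00415. P-values were adjusted by Benjamini-Hochberg over all genes tested and, separately, over each list alone, with a threshold of 0.05. Cells were never used as replicates. The test was tested on simulated data in which 200 genes changed between stroma-like and nephron progenitor-like sums at a dispersion of 0.02. It called 168 of the 200 in the right direction (84.0%), made 2 calls among 15089 unchanged genes, and the slope of fitted on simulated changes was 0.953. The changed genes had at least 200 UMIs over all sums and absolute log2 changes of 1 to 2. No difference between the libraries was simulated. The share called therefore does not apply to genes with fewer UMIs or to smaller changes, and the block was not tested.

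Levels in CPM are UMIs of a gene relative to all UMIs of the class in that library. Means and SDs are over the 2 libraries. Shares of cells carry exact binomial 95% intervals and CPM carry exact Poisson 95% intervals. Ratios that rest on few UMIs carry exact conditional intervals. All of these cover counting error only. The floor for a count of 0 was set at 3 counts. Shares of cells with a UMI were also computed after thinning each cell at random to 4600 UMIs, the 10th percentile of the cells, rounded down, and to 11900 UMIs, the median. Free RNA was estimated from barcodes with 50 to 250 UMIs and scaled in each class by haemoglobin UMIs. Cells with over 1% haemoglobin UMIs were left out of that estimate, a limit set after the data were seen.

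The genes named in the text were chosen by a rule fixed before the data were examined. Rbpj is given in every class. Of the Notch list, the 5 genes with the largest absolute log2 fold change are named in each contrast, among those with an adjusted p under 0.05 and the same direction in both libraries. Of the cell-cycle list, the 2 largest are named by the same rule. Between the libraries, the 5 genes with the largest CPM ratio each way are named among genes with a mean of at least 10 CPM, with Xist and 4 Y-linked genes always given.

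The alternatives were minima of 1000 UMIs and the planned minimum, mitochondrial limits of 5% and 20%, no doublet removal, Scrublet's automatic threshold, Leiden resolutions 0.5 and 2, and separate clustering of each library. For the model they also included DESeq2 size factors, no filter on low counts, the Wald test of DESeq2 1.42.0, no block, subtraction of free RNA, and the value without each library. For the libraries' agreement a pseudocount of 0.1 CPM and a minimum of 1 CPM were tried. For sub-clusters, resolutions 0.3 and 1 were tried. Alternatives added after the data were seen were leaving out barcodes over 50000 UMIs, and leaving the erythroid-like class, or that class and the podocyte-like class, out of the mean of other classes.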

Results

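RNA was counted in single cells of 2 newborn (P0) mouse kidney samples, replicates 1 and 2, in which Rbpj was targeted in the renal interstitium with Foxd1Cre. Rbpj encodes the DNA-binding protein through which Notch receptors act on transcription. By the genotype, Rbpj c/-, 1 allele was conditional and the other was lacking in all cells. Classes not targeted by Foxd1Cre were therefore not wild type for Rbpj. Both libraries belonged to the mutant group, and the control libraries were not analysed here. The comparisons below are therefore between cell classes within mutant kidneys and do not measure the effect of the deletion. Replicate 1 held 163405630 UMIs and replicate 2 held 135436576. Barcodes with at least 2000 UMIs numbered 6910 and 5917 and carried 83.8% and 82.0% of the UMIs. After filtering, 5910 and 4937 cells were kept. Median depth was 11727.5 UMIs and 3502 genes per cell in replicate 1, and 12196 UMIs and 3567 genes in replicate 2. Cells with over 50000 UMIs numbered 460 and 308, and held 39.8% and 32.1% of the UMIs of kept cells.

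**Figure D1:**
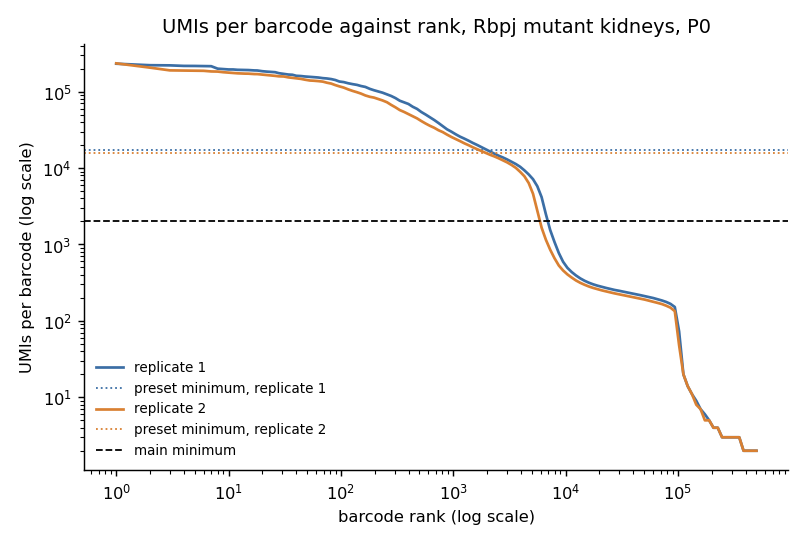
UMIs per barcode against barcode rank (both axes logarithmic) in replicates 1 and 2. The dashed line marks the minimum of 2000 UMIs used here, and dotted lines mark the planned minima of 17043 and 15778 UMIs.

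The targeted gene, Rbpj (ENSMUSG00000039191), was measured first. Over all kept cells it stood at 46.8 ± 0.44 CPM (mean ± SD, n = 2 here and below). In stroma-like cells it stood at 24.8 ± 0.71 CPM, from 336 UMIs in replicate 1 and 261 in replicate 2. The 95% intervals were 22.6 to 28.1 CPM in replicate 1 and 21.4 to 27.4 CPM in replicate 2. In nephron progenitor-like cells the level was 60.2 ± 2.17 CPM. It was 54.0 ± 4.12 CPM in podocyte-like cells, 47.7 ± 0.73 CPM in early nephron-like cells and 48.0 ± 2.50 CPM in ureteric epithelium-like cells. Endothelial-like cells had 43.8 ± 2.17 CPM and loop of Henle-like cells 45.3 ± 5.49 CPM. Distal tubule-like cells had 35.8 ± 1.05 CPM and proximal tubule-like cells 32.0 ± 1.38 CPM. Immune-like cells had 145 ± 25.3 CPM. Mural-like cells had 70.8 ± 11.0 CPM, from 19 UMIs in each library. Erythroid-like cells had 1.42 ± 0.33 CPM, from 4 and 2 UMIs. Cells without a class name had 53.0 ± 4.44 CPM.

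**Figure D2:**
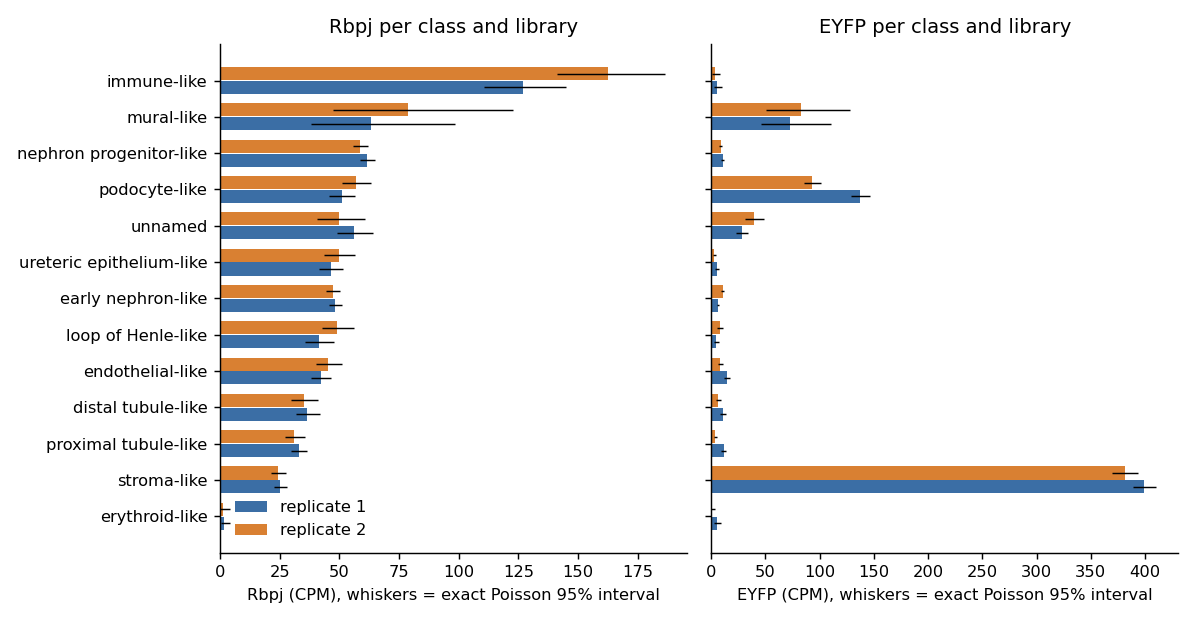
Rbpj (left) and EYFP (right) in CPM per cell class, with 1 bar per library and exact Poisson 95% intervals as whiskers. Rbpj was lower in stroma-like cells (24.8 ± 0.71 CPM) than in the other named classes except the erythroid-like one, and EYFP was highest in stroma-like cells (390 ± 12.8 CPM).

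Whether the targeted interstitium carried less Rbpj RNA than classes outside the Foxd1 lineage was tested by setting stroma-like cells against the mean of the 10 named classes other than the stroma-like and mural-like ones. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Rbpj was lower in stroma-like cells, with a log2 fold change of -0.88 ± 0.11 (SE) and an adjusted p of 1.9e-07, in the same direction in both libraries. The largest move came from Leiden resolution 0.5, which gave -1.11. In pairwise contrasts of the same fit, the log2 fold change was -1.30 ± 0.10 (SE) against nephron progenitor-like cells, with an adjusted p of 2.1e-11 by the quasi-likelihood test. It was -0.84 ± 0.10 (SE) against endothelial-like cells and -0.84 ± 0.11 (SE) against ureteric epithelium-like cells, with adjusted p of 2.3e-07 and 3.4e-07 by the quasi-likelihood test.

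The share of cells with an Rbpj UMI was 20.6 ± 0.84% of stroma-like cells and 61.7 ± 3.89% of nephron progenitor-like cells. Median depths were 9727 and 9256 UMIs in stroma-like cells and 14639 and 13855.5 UMIs in nephron progenitor-like cells. Erythroid-like cells, in which Rbpj was lowest, had a share of 0.699 ± 0.20% at median depths of 4370.5 and 4482 UMIs. Thinned to 4600 UMIs, the share was 10.2 ± 1.05% of stroma-like cells and 25.6 ± 1.77% of nephron progenitor-like cells. This left out 83 and 96 shallower stroma-like cells and 30 and 33 shallower nephron progenitor-like cells. At the same depth the share was 0.217 ± 0.31% of erythroid-like cells and 42.7 ± 3.86% of immune-like cells. In proximal tubule-like cells it was 14.1% in replicate 1 (95% interval 10.0 to 18.9%) and 10.4% in replicate 2 (6.37 to 15.7%), which overlapped the intervals in stroma-like cells. The depth chosen for thinning moved the shares more than the libraries differed. At 11900 UMIs the share was 22.6 ± 0.39% in stroma-like and 51.7 ± 4.31% in nephron progenitor-like cells.

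The cells fell into 32 clusters, of which 27 received a name in 12 classes. Stroma-like cells made up 22.3 ± 0.26% of the kept cells. The share in replicate 1 was 22.1% (95% interval 21.0 to 23.2%) and in replicate 2 it was 22.4% (21.3 to 23.6%). The planned cell-calling minimum moved this share most, to 6.49%. Nephron progenitor-like cells made up 20.9 ± 2.97%, early nephron-like cells 13.3 ± 1.21% and endothelial-like cells 10.5 ± 1.81%. Podocyte-like cells made up 7.69 ± 0.76% and erythroid-like cells 7.66 ± 0.61%. Proximal tubule-like cells made up 4.10 ± 0.41%, immune-like cells 2.74 ± 0.41% and ureteric epithelium-like cells 2.59 ± 0.15%. Loop of Henle-like cells made up 2.21 ± 0.42% and distal tubule-like cells 1.95 ± 0.12%. Mural-like cells made up 0.514 ± 0.04%, or 32 and 24 cells. No cluster was named from the neural markers. Clusters without a name held 3.52 ± 0.86% of cells. Some names rested on narrow margins, which the SDs do not cover. A stroma-like cluster of 814 cells scored 0.380 for stroma and 0.373 for mural. A nephron progenitor-like cluster of 743 cells scored 0.349, against 0.314 for early nephron. An early nephron-like cluster of 368 cells scored 0.314, against 0.309 for proximal tubule. None of these clusters had a marker of its class among its leading genes. The immune-response genes H2-Q6 and H2-Q7 were among the leading genes of 1 podocyte-like cluster, and Rsad2 was among those of 2 endothelial-like clusters. Histone genes led 1 stroma-like and 1 nephron progenitor-like cluster.

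**Figure D3:**
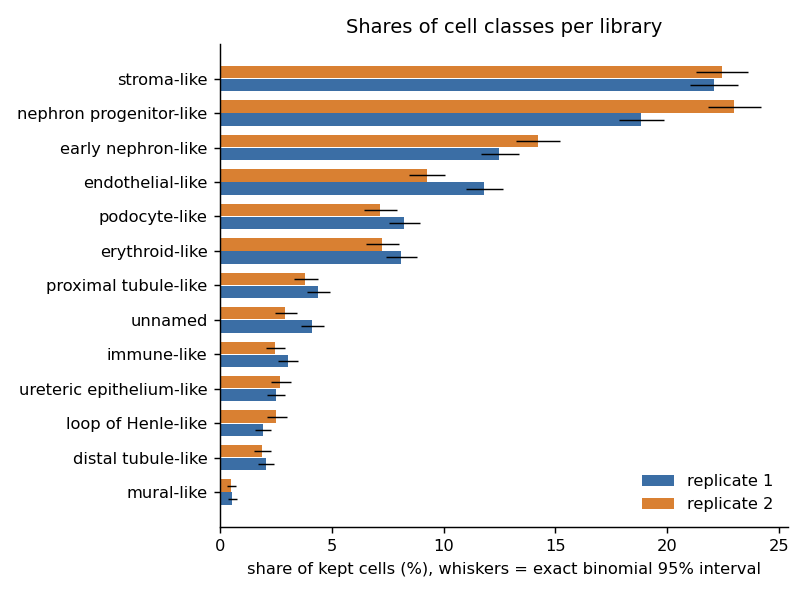
Share of kept cells in each class (%), with 1 bar per library and exact binomial 95% intervals as whiskers. Stroma-like cells made up 22.1% of the cells of replicate 1 and 22.4% of the cells of replicate 2.

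Stroma-like and mural-like cells were clustered again into 10 sub-clusters. By the fixed markers, sub-clusters named cortical stroma held 23.5 ± 0.69% of these cells, and those named medullary stroma held 6.09 ± 1.63%. The smooth muscle sub-cluster held 1.52 ± 0.39%, or 38 cells. Sub-clusters named mesangial held 60.5 ± 3.38%, and they included sub-clusters led by histone and mitotic genes, so this name separated few cells. At resolution 1 the cortical share was 13.1%, and at resolution 0.3 it was 27.9%. Rbpj was not equally low in these sub-clusters. It stood at 19.7 ± 3.63 CPM in the cortical sub-cluster and at 64.7 ± 10.2 CPM in a sub-cluster of 127 cells led by Clec3b, Dpt and Tnxb, which was singled out after its values were seen. At resolutions 0.3 and 1 the sub-cluster led by Clec3b was itself named cortical stroma, so the names do not part these levels. The smooth muscle sub-cluster had 83.0 ± 9.91 CPM, from 17 and 13 UMIs.

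How Notch pathway genes differed between the targeted stroma and other classes was asked with the fixed list of 16 genes, all of which were tested. Against nephron progenitor-like cells, 9 list genes passed the threshold by edgeR's quasi-likelihood test, 2 higher and 7 lower in stroma-like cells. Adjusted over the list alone, 9 passed. Clustering each library on its own moved this count most, to 5. The planned cell-calling minimum gave 9 calls with 6 higher and 3 lower.

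Hey1 (ENSMUSG00000040289) had a log2 fold change of -2.09 ± 0.21 (SE) against nephron progenitor-like cells, with an adjusted p of 7.1e-09 by the quasi-likelihood test. Its level was 4.94 ± 1.73 CPM in stroma-like and 21.2 ± 1.83 CPM in nephron progenitor-like cells. Dll1 (ENSMUSG00000014773) had a change of -1.92 ± 0.47 (SE) and an adjusted p of 0.0012 by the quasi-likelihood test, from 8 and 4 UMIs in stroma-like cells. Without doublet removal Dll1 missed the threshold, with an adjusted p of 0.15, and under Scrublet's automatic threshold it was 0.57. Its adjusted p over the alternatives ranged from 4.7e-06 to 0.57. Heyl (ENSMUSG00000032744) had a change of -1.27 ± 0.19 (SE) and an adjusted p of 2.6e-06 by the quasi-likelihood test. Nrarp (ENSMUSG00000078202) had a change of -1.26 ± 0.44 (SE) and an adjusted p of 0.017 by the quasi-likelihood test, from 8 and 13 UMIs in stroma-like cells. Without replicate 1 the change of Nrarp was -0.64, and without replicate 2 it was -1.91. Nrarp missed the threshold without doublet removal, at the mitochondrial limit of 20% and when each library was clustered on its own. Its adjusted p over the alternatives ranged from 2.9e-04 to 0.17. The value of 2.9e-04 came from the planned cell-calling minimum, where the direction was the opposite one. At the planned cell-calling minimum the changes of Dll1 and Nrarp were 2.09 and 1.85, in the opposite direction, and Heyl missed the threshold at -0.53. Rbpj completed the 5 genes. The other 4 called genes lay between -0.91 and 1.11.

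Against endothelial-like cells, 15 list genes passed the threshold by edgeR's quasi-likelihood test, 3 higher and 12 lower in stroma-like cells, and 15 passed adjusted over the list alone. Dll4 (ENSMUSG00000027314) had the largest change, -7.51 ± 0.38 (SE), with an adjusted p of 9.2e-14 by the quasi-likelihood test and 3 and 4 UMIs in stroma-like cells. Jag2 (ENSMUSG00000002799) changed by -6.89 ± 0.48 (SE), with an adjusted p of 5.0e-11 by the quasi-likelihood test and 3 and 2 UMIs in stroma-like cells. Counted directly, Jag2 in stroma-like cells was 0.00787 times its endothelial-like level (95% interval 0.00254 to 0.0185). Nrarp changed by -5.81 ± 0.28 (SE), with an adjusted p of 6.1e-15 by the quasi-likelihood test. Dll1 changed by -4.83 ± 0.35 (SE), with an adjusted p of 3.0e-11 by the quasi-likelihood test. At the planned cell-calling minimum Dll1 missed the threshold at -0.23, with an adjusted p of 0.64. Notch3 (ENSMUSG00000038146) was higher in stroma-like cells, by 3.71 ± 0.34 (SE), with an adjusted p of 1.2e-09 by the quasi-likelihood test. It had 18 and 2 UMIs in endothelial-like cells, and its change was 5.63 without replicate 1 and 3.15 without replicate 2. The other 10 called genes lay between -3.51 and 3.08. Among them Hes5, named here after its values were seen, rested on 27 endothelial-like UMIs in replicate 1 and 1 in replicate 2. It did not change in the same direction in both libraries, with 1.15 without replicate 1 and -3.60 without replicate 2.

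Against ureteric epithelium-like cells, 9 list genes passed the threshold by edgeR's quasi-likelihood test, 2 higher and 7 lower in stroma-like cells, and 9 passed adjusted over the list alone. Hey2 (ENSMUSG00000019789) was higher, by 3.97 ± 0.67 (SE), with an adjusted p of 1.9e-05 by the quasi-likelihood test. It rested on 1 UMI in each library in ureteric epithelium-like cells, and the direct ratio was 15.6 (95% interval 4.16 to 132). Nrarp changed by -3.53 ± 0.39 (SE), with an adjusted p of 2.9e-08 by the quasi-likelihood test, and by -4.56 to -0.90 over the alternatives. Dll1 changed by -3.20 ± 0.48 (SE), with an adjusted p of 4.0e-06 by the quasi-likelihood test, and by 1.85 at the planned cell-calling minimum. Jag1 (ENSMUSG00000027276) changed by -3.05 ± 0.20 (SE), with an adjusted p of 1.4e-12 by the quasi-likelihood test, and by -3.55 to -1.53 over the alternatives. Notch4 (ENSMUSG00000015468) was higher, by 1.44 ± 0.32 (SE), with an adjusted p of 4.0e-04 by the quasi-likelihood test. Its change was 2.10 without replicate 1 and 1.10 without replicate 2. The other 4 called genes lay between -1.12 and -0.63.

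Mural-like cells, which the fixed plan counted with the Foxd1 lineage, were set against stroma-like cells. Of the Notch list, 4 genes passed the threshold by edgeR's quasi-likelihood test, all 4 higher in mural-like cells, and 6 passed adjusted over the list alone. The mitochondrial limit of 5% gave 0 calls, with 1 gene at an unadjusted p under 0.05, and under it the changes of Rbpj, Nrarp and Jag1 were 0.03, -5.09 and -0.20. No mural-like class could be set against stroma-like cells at the planned cell-calling minimum, at Leiden resolution 0.5 or when each library was clustered on its own. Nrarp was higher by 5.12 ± 0.81 (SE), with an adjusted p of 7.1e-05 by the quasi-likelihood test, from 2 and 14 UMIs in mural-like cells. Its change was 5.61 without replicate 1 and 3.50 without replicate 2. Jag1 was higher by 3.56 ± 0.47 (SE), with an adjusted p of 6.5e-06 by the quasi-likelihood test, and by 4.29 and 2.59 without replicate 1 and 2. Notch3 was higher by 2.64 ± 0.37 (SE), with an adjusted p of 1.4e-05 by the quasi-likelihood test, and by 3.18 and 1.95 without replicate 1 and 2. Rbpj was higher by 1.56 ± 0.25 (SE), with an adjusted p of 7.5e-05 by the quasi-likelihood test. Of the 56 mural-like cells, 38 formed the smooth muscle sub-cluster, which had 1 EYFP UMI in each library, or 5.70 ± 1.74 CPM. The other 18 mural-like cells had 233 ± 53.0 CPM of EYFP, and stroma-like cells had 390 ± 12.8 CPM. The smooth muscle sub-cluster scored 1 for smooth muscle and 0.857 for ureteric mesenchyme, its second score. Whether most mural-like cells belonged to the Foxd1 lineage is therefore open. The higher values above are not read as a contrast within the targeted lineage.

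**Figure D4:**
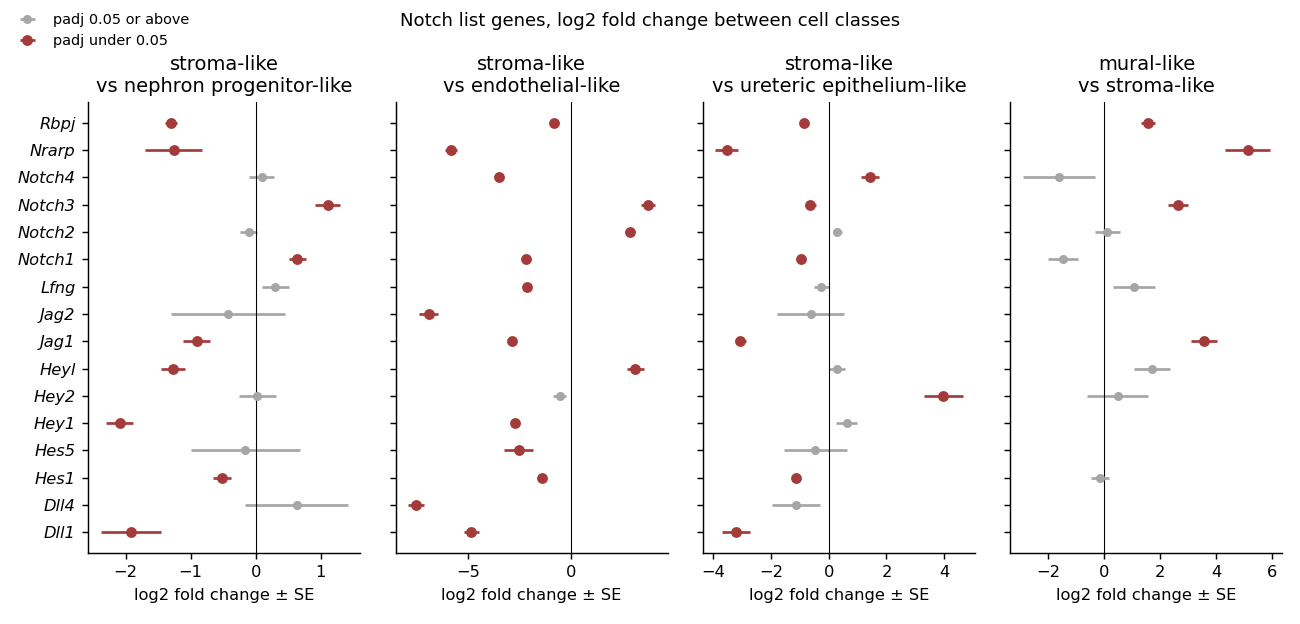
Log2 fold change of the 16 Notch list genes in 4 contrasts between cell classes, with the SE of the fit as whiskers and genes past an adjusted p of 0.05 in red. Genes with an SE over 2 are not drawn. Rbpj was lower in stroma-like cells in the 3 contrasts that set them first, and higher in mural-like than in stroma-like cells.

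Whether stroma-like cells differed in cycling from nephron progenitor-like cells was asked with the fixed list of 18 cell-cycle genes. By edgeR's quasi-likelihood test 8 passed the threshold, 7 higher and 1 lower in stroma-like cells, and 8 passed adjusted over the list alone. Without doublet removal 15 passed, and 5 passed when each library was clustered on its own. Ccne2 (ENSMUSG00000028212) was higher by 1.24 ± 0.22 (SE), with an adjusted p of 2.9e-05 by the quasi-likelihood test. Its level was 28.0 ± 1.82 CPM in stroma-like and 11.6 ± 0.48 CPM in nephron progenitor-like cells. Cdk1 (ENSMUSG00000019942) was higher by 1.03 ± 0.19 (SE), with an adjusted p of 5.6e-05 by the quasi-likelihood test. Its level was 159 ± 3.26 CPM in stroma-like and 76.7 ± 17.7 CPM in nephron progenitor-like cells. The other 6 called genes lay between -0.44 and 0.76.

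The 2 libraries were compared with each other over all kept cells. Pearson's r of log2(CPM + 1) was 0.997 across 21944 genes, which are not independent replicates. A chi-square test of counts over genes gave 34.3 per degree of freedom between the libraries and 4.16 between the cells of replicate 1 split at random into 2 equal sets, so the 2 libraries were not copies of each other. Of 9277 genes with a mean of at least 10 CPM, 29 differed by over 2-fold, 16 higher in replicate 1 and 13 higher in replicate 2. A minimum of 1 CPM gave 130 genes.

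The sex-linked genes parted the libraries. Xist (ENSMUSG00000086503) had 1169 CPM in replicate 1 and 0.198 CPM in replicate 2, a ratio of 5919 (95% interval 3745 to 9987). Ddx3y (ENSMUSG00000069045) had 0 UMIs in replicate 1 and 73.9 CPM in replicate 2, at least 2885-fold higher. Eif2s3y (ENSMUSG00000069049) had 0 UMIs in replicate 1 and 63.5 CPM in replicate 2, at least 2477-fold higher. Kdm5d (ENSMUSG00000056673) had 1 UMI in replicate 1 and 22.6 CPM in replicate 2, a ratio of 2645 (95% interval 474 to 104512). Uty (ENSMUSG00000068457) had 4 UMIs in replicate 1 and 29.1 CPM in replicate 2, a ratio of 853 (95% interval 333 to 3134). The sex of the animals was not stated in the labels used here. Read by these genes, replicate 1 was female and replicate 2 was male. Differences between the libraries therefore cannot be separated from sex.

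Of the other genes with the largest ratios, Tsix (ENSMUSG00000085715) was 149-fold higher in replicate 1, with 7460 UMIs against 39. Tsix was also among the 6 sex-linked genes kept out of the clustering. Gm10709 was 97.5-fold higher in replicate 1, Stfa1 was 7.36-fold higher and Ngp was 6.21-fold higher. Stfa1 and Ngp were among the leading genes of an unnamed cluster that held 39 cells of replicate 1 and 9 of replicate 2. Hist1h2bl stood in replicate 1 at 0.254 times its level in replicate 2. Histone genes share sequence with their paralogs, so the Hist1h2bl value is uncertain.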

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

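The tests of free RNA in this part were chosen after the EYFP values were seen. The test of stromal RNA in podocyte-like droplets was written before its result was seen. The feature EYFP is part of the count tables, but no label used here says what it reports, and the comparisons of the report do not use it. It was taken up because it gave a signal far above the limit that a count of 0 allows.

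EYFP stood at 390 ± 12.8 CPM (SD, n = 2) in stroma-like cells, 115 ± 31.4 CPM in podocyte-like cells and 77.9 ± 6.88 CPM in mural-like cells. In the other named classes the mean lay between 2.77 CPM, in erythroid-like cells, and 11.4 CPM, in endothelial-like cells. An EYFP UMI was found in 91.8 ± 0.34% of stroma-like cells and in 48.0 ± 3.05% of podocyte-like cells. Ureteric epithelium-like cells, taken here as a class outside the Foxd1 lineage, had a share of 11.2 ± 7.29% at median depths of 21335 and 19372 UMIs. Median depths were 9727 and 9256 UMIs in stroma-like cells and 7504 and 8378 UMIs in podocyte-like cells. Thinned to 4600 UMIs, the shares were 81.7 ± 0.67% in stroma-like, 37.3 ± 3.37% in podocyte-like and 0.388 ± 0.55% in ureteric epithelium-like cells. The last was the lowest of the named classes. Mural-like cells had 14.9 ± 2.56%. The remaining named classes lay between 0.652 ± 0.92%, in erythroid-like cells, and 3.46 ± 0.67%, in endothelial-like cells.

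Free RNA did not account for EYFP in these classes. Empty barcodes held EYFP at 37.6 CPM in replicate 1 and 36.6 CPM in replicate 2, the level a droplet would show if all its RNA were free. The 95% intervals lay above that level in both libraries for stroma-like, podocyte-like and mural-like cells, with the lowest bound at 45.8 CPM in mural-like cells of replicate 1. Scaled by haemoglobin, observed over expected EYFP UMIs were 429 in stroma-like cells and 142 in podocyte-like cells, in the library with the lower ratio. In mural-like cells the ratio was 101 and 54.4. The other classes tested also lay above their expected free RNA, with ratios from 3.68 in ureteric epithelium-like to 41.0 in proximal tubule-like cells. Haemoglobin may therefore underestimate free RNA many times over, so these ratios overstate the excess, and the comparison with empty barcodes is the one relied on. EYFP below the level of empty barcodes is not read as expression.

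Stromal RNA caught in the same droplet was tested for podocyte-like cells with 20 abundant stromal transcripts. Their median level in podocyte-like cells was 0.0474 of the stromal level in replicate 1 and 0.0777 in replicate 2, against 0.345 and 0.244 for EYFP. Of the 20 transcripts, 2 in replicate 1 and 6 in replicate 2 reached the share of EYFP, among them Cdkn1c and Tcf21, which stood higher in podocyte-like than in stroma-like cells. Stromal cells in the droplet would bring their abundant transcripts together, and most stayed far below the share of EYFP.

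EYFP was uneven within the mural-like class. The 38 mural-like cells of the smooth muscle sub-cluster had 5.70 ± 1.74 CPM, from 1 UMI in each library, while the other 18 mural-like cells had 233 ± 53.0 CPM, from 21 and 19 UMIs. A candidate explanation for the EYFP pattern is a reporter of Foxd1Cre activity, which the levels above those of empty barcodes and the stromal share of 0.0777 in podocyte-like cells leave open. The labels used here do not name such a reporter, and no biological explanation was tested.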

How the results depend on the processing

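The alternatives chosen only after the data were seen were leaving out barcodes over 50000 UMIs, leaving the erythroid-like class, with or without the podocyte-like class, out of the mean of other classes, and the planned cell-calling minimum in its role as an alternative. Where a value changed, the cause was not tested unless a value is given for it.

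Rbpj in stroma-like cells against the other classes kept its direction and its side of the threshold under all 17 tested alternatives. Fitted log2 fold changes ran from -1.11 to -0.75, and adjusted p by the quasi-likelihood or Wald test from 6.0e-19 to 6.4e-04. On log2(CPM + 1) without TMM scaling, the contrast lay outside that range, at -0.53 in replicate 1 and -0.63 in replicate 2. The value of -0.75 came from the planned minimum. There, 203 and 213 cells were named erythroid-like, although only 4 and 1 erythroid-like cells of the main setting reached 11900 UMIs. The name erythroid-like is therefore unreliable at the planned minimum. The class had 54.6 CPM of Rbpj there in place of 1.42 CPM. A higher level in that class raises the mean of the other classes, so it does not account for the weaker value. Mean Rbpj CPM in stroma-like cells was also higher there than in the main setting, which goes with a weaker value. The cause was not tested. Leaving the erythroid-like class out of the mean gave an adjusted p of 8.4e-11. Without 1 replicate the value ranged from -0.90 to -0.85.

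The count of Notch list genes against nephron progenitor-like cells was 9 in the main setting and 5 when each library was clustered on its own, and all 5 were among the 9. It was 9 at the planned cell-calling minimum, but 7 of the 9 genes were shared and 3 of these had the opposite direction, so that 6 were higher and 3 lower in place of 2 and 7. Against endothelial-like cells the count lay between 13 and 16 over 15 alternatives. Against ureteric epithelium-like cells it lay between 8 and 11 over 14 alternatives. The mitochondrial limit of 5% gave no value there, because replicate 2 had only 19 ureteric epithelium-like cells.

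In mural-like against stroma-like cells the count was 4 in the main setting and 0 at the mitochondrial limit of 5%, where 1 gene had an unadjusted p under 0.05. Under that limit the cells named mural-like were a different set. They made up 3.23% of the cells in place of 0.514%, and their EYFP level was 365 CPM in place of 77.9 CPM. The changes of Nrarp and Jag1 reversed there, to -5.09 and -0.20, and that of Rbpj was 0.03. At resolution 2 the class changed as well. It made up 1.23% of the cells and had 275 CPM of EYFP. The change of Rbpj was 0.71 there, with an adjusted p of 0.043, against a range of 2.6e-10 to 0.98 over the alternatives. The remaining alternatives that gave a value gave 4 to 6 calls. The planned minimum, resolution 0.5 and separate clustering gave none, because no mural-like class had 20 cells in each library.

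The count of cell-cycle list genes was 8 in the main setting and lay between 5 and 15 over 15 alternatives. It was 14 without a filter on low counts, 14 at the mitochondrial limit of 5% and 14 at resolution 0.5. It was 15 without doublet removal and 13 at the planned cell-calling minimum. It was 5 with the DESeq2 Wald test and 5 with separate clustering.

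The share of stroma-like cells was 22.3% in the main setting and moved by more than the SD between libraries under each alternative for calling, filtering and clustering. It was 21.3% at 1000 UMIs, 21.8% with Scrublet's automatic threshold, 21.5% at resolution 2 and 19.6% with separate clustering. Separate clustering gave 16.6% in replicate 1, where 7.85% of the cells had no name, and 22.6% in replicate 2. It was 15.7% at the mitochondrial limit of 20%, 13.6% without doublet removal, 11.6% at resolution 0.5 and 11.4% at the mitochondrial limit of 5%. It was 6.49% at the planned minimum, which kept 1831 and 1667 cells, and stroma-like cells were shallower than nephron progenitor-like, early nephron-like and tubule-like cells. The share of cells without a name rose from 3.52% to 14.3% at the 5% limit and to 11.7% at resolution 0.5, so part of the move lies in the naming. Without 1 replicate the share ranged from 22.1 to 22.4%.

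The count of genes that differed by over 2-fold between the libraries was 29 and lay between 26 and 36 over 6 alternatives for calling and filtering. A minimum of 1 CPM gave 130, among 13846 genes in place of 9277, and the cause of the higher count was not tested. Pearson's r lay between 0.995 and 0.997 over 7 alternatives.

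Of 327 values of single named genes under the alternatives, 313 kept their direction and their side of the threshold, 9 lost the threshold and 5 reversed. The other 3 that reversed did so at the planned cell-calling minimum, Dll1 to 2.09 and Nrarp to 1.85 against nephron progenitor-like cells and Dll1 to 1.85 against ureteric epithelium-like cells. In the main setting Dll1 and Nrarp had 4 to 13 UMIs per library in stroma-like cells, and their depth limits what their direction shows. The 3 list genes that reversed at the planned cell-calling minimum against nephron progenitor-like cells also included a gene not named here. Whether low counts limit its direction was not examined. Of 46 values without 1 replicate, 6 moved by more than the SD of the pair and 0 reversed, with Notch3 against endothelial-like cells and Nrarp in mural-like cells moving most. Of 103 shares of other classes, 65 moved by more than the SD between libraries. Of 252 CPM of Rbpj and EYFP per class, 62 did. Of 26 shares of cells with an Rbpj UMI, 25 moved with the thinning. Of 10 sub-cluster shares 6 moved.

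Of the 5 counts of list genes in the report, the fit without the library as a block changed 1, from 8 to 7 cell-cycle genes, and from 8 to 6 adjusted over the list alone. It left the 4 Notch counts at 9, 15, 9 and 4, and moved no other count of calls among list genes by over 1.5 times. The difference between the libraries, correlated across genes for each of 66 pairs of classes, had a median r of 0.289. Leaving out 1 library gave no value for any count of list genes, since a test needs both.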

Other observations

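The tests on barcodes with over 50000 UMIs in this part were chosen after those barcodes had been seen. The main tests on Rbpj and EYFP were written before their results were seen, and the splits of these tests by cluster were added afterwards.

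The lower level of Rbpj in stroma-like cells was weighed against the depth of the cells. After thinning to 4600 UMIs, the share of stroma-like cells with an Rbpj UMI was at most 0.408 times that of nephron progenitor-like cells, in the library with the higher ratio. Against that class, depth alone would have brought the ratio to 1 or above. Of the classes with a higher thinned share, proximal tubule-like cells came closest, with 14.1% in replicate 1 and 10.4% in replicate 2. Stroma-like cells had 11.0% and 9.49%, with overlapping intervals. Thinned shares therefore leave depth open against proximal tubule-like cells.

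A hypothesis was that Rbpj fell only in stroma-like cells that carried EYFP. Rbpj CPM in cells without an EYFP UMI was 1.75 times that in cells with one in replicate 1 (95% interval 1.16 to 2.55) and 1.60 times in replicate 2 (0.958 to 2.52). Cells without an EYFP UMI were shallower, with median depths of 5917 and 5780.5 UMIs against 9963 and 9461.5, and they numbered 110 and 88. Within the cluster led by Clec3b the ratios were 1.88 (0.940 to 3.63) and 3.35 (1.22 to 8.56), from 16 and 8 Rbpj UMIs in cells without EYFP. In the remaining stroma-like cells the ratios were 1.06 (0.572 to 1.81) and 1.11 (0.567 to 1.98), from 14 and 12 such UMIs. A loss limited to EYFP-carrying cells and a difference between stromal cell types cannot be told apart at these counts. Stroma-like cells with an EYFP UMI still had 24.3 and 23.6 CPM of Rbpj. Counts from 3' ends do not show whether those transcripts were complete.

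Podocyte-like cells carried EYFP, yet their Rbpj level of 54.0 ± 4.12 CPM was not lower than that of early nephron-like cells, 47.7 ± 0.73 CPM. The hypothesis that the podocyte-like cells with EYFP were too few to lower the class was tested by splitting the class. Rbpj with EYFP over Rbpj without was 0.903 in replicate 1 (95% interval 0.727 to 1.12) and 0.869 in replicate 2 (0.697 to 1.08). Both pooled intervals lay above the limit of 0.67 set for this test, but the 4 intervals within clusters reached below it. Within the larger podocyte-like cluster the ratios were 0.902 (0.661 to 1.25) and 0.782 (0.578 to 1.07). Within the smaller one they were 0.713 (0.476 to 1.05) and 0.797 (0.553 to 1.14). Combined over the 2 clusters by the Mantel-Haenszel method, they were 0.817 (0.645 to 1.04) and 0.789 (0.631 to 0.987). The split also followed depth in the smaller cluster. Median depths there were 25868.5 and 42404 UMIs in cells with EYFP, and 9818 and 11152.5 UMIs in cells without. Cells that express EYFP but show no UMI of it would bring the ratios closer to 1. The counts and the split therefore leave open whether Rbpj was lower in podocyte-like cells with EYFP by as much as the limit.

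Barcodes with over 50000 UMIs were weighed as droplets with cells of different classes. In 8 classes, markers of other classes stood at a median of 0.346% of their own level in replicate 1 and 0.202% in replicate 2. In barcodes under 20000 UMIs of the same classes the medians were 0.359% and 0.349%. The share was higher over 50000 UMIs in 3 of the 8 classes in replicate 1 and in 2 of the 8 in replicate 2, with distal tubule-like cells among them in both. These barcodes had already passed doublet removal and been given 1 class, and a median over markers of many classes moves little with 1 added class. The comparison therefore excludes nothing, and mixed droplets stay open. Droplets with several cells of 1 class were not tested.

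The same barcodes were weighed as dividing cells. Mki67 and Top2a CPM in barcodes over 50000 UMIs were 4.10 times those under 20000 UMIs in replicate 1 and 4.59 times in replicate 2, in the median of the 8 classes. Single ratios ranged from 1.84 to 27.5 in replicate 1 and from 1.13 to 61.9 in replicate 2, and endothelial-like cells barely rose in replicate 2, with Mki67 at 345 CPM against 305 CPM. Division may therefore account for part of the high UMI totals in some classes, as a hypothesis found and tested on the same data. No biological difference between groups was tested, since there was only 1 group.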
